A study of Isodiametra pulchra with 2 samples.

How the data were processed

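Single-cell RNA-seq of hatchlings of *Isodiametra pulchra*, a small marine acoel flatworm, was represented by 2 droplet libraries of wild-type animals, called library 1 and library 2 after their run numbers in the labels. Both belong to 1 group, so the design holds no contrast between groups. The comparisons are between clusters of cells, with the libraries as replicates, and between the libraries as a description. Per the labels, animals were fed diatoms, cells were dissociated with collagenase, and polyadenylated RNA was captured with 10x Genomics 3′ kits of versions 2 and 3 for sequencing on a NovaSeq 6000. Which library used which kit version is not stated in words. The deposited barcode lists hold 737280 entries for library 1 and 6794880 for library 2, sizes that match the barcode lists of kit versions 2 and 3 in that order. Kit and library can therefore not be separated in any comparison of the libraries.

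The deposited matrix holds raw UMI counts (unique molecular identifiers, 1 per captured RNA molecule) for each feature and barcode, written by Cell Ranger 3.0.2 per the file headers. It pools both libraries, and the suffix of each barcode was matched to the run number of the library. All barcodes of the kit lists are included, so the authors applied no cell filter to this file. The aligner settings, the reference sequence and whether the pooling step equalised sequencing depth are not stated. All 26780751 entries were whole numbers, with a largest value of 3036. Features are Trinity transcriptome assembly identifiers in which an assembly number, a component and a gene number follow one another. The identifier and the name were the same for all 23786 features. Gene names are therefore not paired with the identifiers, clusters are called by number, and the marker lists fixed for cell types could not be applied. No column of any other sample was present (0 columns).

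Cells were called in each library alone. Barcodes passed with at least the 99th percentile of the UMI totals of the 3000 largest barcodes divided by 10. Doublets were scored with Scrublet in scanpy 1.11.5 (30 components, exact neighbours). Its automatic threshold marked 0% of the called barcodes of library 1 and 0.0305% of library 2, so that threshold had not worked. The barcodes with the highest scores were removed at a rate of 0.8% per 1000 called barcodes. Called barcodes were also compared with empty droplets. Barcodes within 20% of the most common UMI total gave the empty-droplet profile of each library. The multinomial likelihood of each called barcode, thinned to a fixed number of UMIs, was ranked among 10000 sets of merged empty-droplet barcodes, with Benjamini-Hochberg adjustment. In a check on 500 further merged empty sets per library, 0% were called different. Those sets were drawn and merged from the same barcodes as the 10000, so few calls followed from their making. The check does not give the rate of false calls for single droplets. This comparison was not used to remove barcodes except as an alternative. Barcodes below the threshold and called ones were also compared with empty droplets at 1.5 times the most common total.

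UMI counts of cells were scaled to 10000 per cell and log-transformed. The 2000 most variable features among those found in at least 3 cells of each library were centred and scaled within each library, with values limited to 10 SD. Cells were joined to 15 nearest neighbours over 30 principal components, with edges weighted by shared neighbours, and clustered by the Leiden algorithm (leidenalg 0.10.2, resolution 1.0). Clusters were numbered by size. Shares of cells carry exact 95% binomial intervals and ratios of shares carry exact conditional 95% intervals. For the largest share ratio under each alternative, a count below 3 cells was set to 3. All of these intervals cover counting error only.

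For tests, UMI counts were summed per library and cluster for clusters of at least 20 cells in each library. These sums were compared among clusters with the quasi-likelihood F-test of edgeR 4.0.16, with library as a block, edgeR's default low-count filter, TMM normalisation, Benjamini-Hochberg adjustment and a threshold of 0.05. In the same fit each cluster was set against the mean of the other clusters, and a feature was called higher at a log2 fold change above 1. Only features outside the 2000 used for clustering were tested, except on UMIs not used for clustering, where the test was run with and without the variable features. On simulated sums of 5005 features with 200 changed 4-fold or 8-fold in 1 cluster, the F-test recovered 75.5% of the changed features, with 58% of those changed 4-fold and 93% of those changed 8-fold. It made 3 false calls. All simulated features had the same spread and equal changes in both libraries, so these rates may not hold for the data. The simulation also does not cover the uncertainty of the clusters themselves, which come from the same cells. For that, clusters were also made from a random 50% of the UMIs and tested on the rest, and made from a random set of the features and tested on the others. As a count of calls for groups unrelated to expression, cluster numbers were shuffled among the cells of each library 3 times and the F-test repeated.

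The features named for a cluster are up to 2 with the largest fold of CPM (the UMIs of a feature scaled to a total of 1000000 UMIs for the cluster in that library) over the mean of the other clusters. The fold was computed with 1 CPM added, on clusters of at least 20 cells of that library for the mean, and the lower fold of the libraries was ranked. A named feature needed at least 10 UMIs in that cluster in each library. Most such features were used for clustering, so they describe clusters and are not tested results, and the largest folds of many are biased upward. For tested features the 2 with the smallest p are named. A cluster-restricted feature had at least 50% of its summed CPM over clusters in 1 cluster, the same cluster in both libraries, and at least 10 UMIs in each library. A cluster was counted as matched when its profile in each library correlated most, by Spearman correlation over features not used for clustering, with its own profile in the other library.

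The cell-calling rule, clustering, tests, named-feature rules and a list of alternatives were fixed before the data were examined. The alternatives covered cell calling, doublets, clustering settings, library correction (including anchors in Seurat 5.3.0), depth, held-out features or UMIs, the test (DESeq2 1.42.0, its size factors, no low-count filter, no block) and each library alone. The inflection rule was restricted to totals above 2 times the most common total after the barcode totals had been seen, because the steepest fall otherwise lay at the empty droplets. Python 3.11.15 and R 4.3.3 were used. No sequence of the features was used here, so genes, other organisms and genome positions were not identified.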

Results

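Transcript counts of dissociated hatchlings of *Isodiametra pulchra* were collected in 2 droplet libraries of 1 group, to describe which kinds of cells the animal contains. Library 1 held 6581711 UMIs in 250856 barcodes and library 2 held 34060611 UMIs in 1481007 barcodes. Of 23786 features in the reference list, 20303 had a UMI in library 1, 21948 in library 2 and 20175 in both. UMIs were spread over more features in library 1, where 1146 features held 50% of the UMIs, than in library 2, where 247 features did. The most abundant feature took 1.19% of the UMIs of library 1 and 5.87% of those of library 2. The 10 most abundant took 6.61% and 23.7%. There is 1 library at each of these values, so differences between the libraries have no replicate check and were not tested.

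Most barcodes with over 10 UMIs lay in a narrow peak of totals, at 60 UMIs in library 1 and at 335 in library 2. The calling rule set thresholds of 166 and 1027 UMIs. It called 4483 barcodes in library 1 and 3275 in library 2. After removal of the 161 and 86 barcodes with the highest doublet scores (3.59% and 2.63%), 4322 cells of library 1 and 3189 of library 2 were kept, 7511 in total. The removed barcodes had a median of 240 UMIs in library 1, below that of the cells kept, and 1751.5 UMIs in library 2, above it, so their totals do not mark those of library 1 as doublets. The median cell held 289 UMIs (95% interval 283 to 295) and 244 features in library 1, and 1515 UMIs (1483 to 1545) and 814 features in library 2. With every cell thinned to 166 UMIs, so that none was left out, the order reversed, with a median of 151 features in library 1 and 124 in library 2. The called barcodes held 26.1% of the UMIs of library 1 and 20.6% of those of library 2. The calling rule moved these counts most: a fixed minimum of 500 UMIs kept 924 cells of library 1 and 11371 of library 2, and calling at the inflection kept 613 of library 2.

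**Figure D1:**
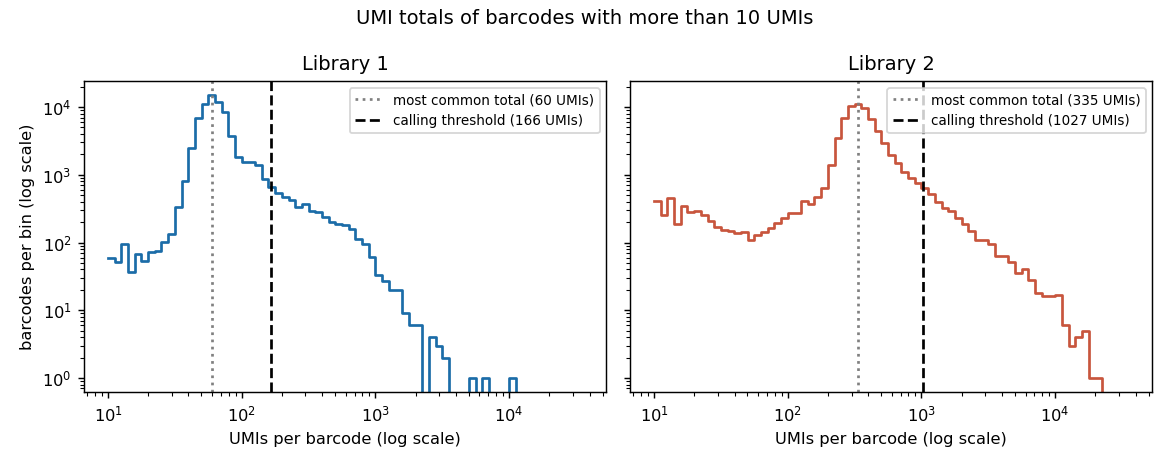
Number of barcodes per bin of UMI total, both axes logarithmic, for each library. Dotted lines mark the most common total (60 and 335 UMIs) and dashed lines the calling threshold (166 and 1027 UMIs), and neither library has a second peak above its threshold.

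Many called barcodes were not told from empty droplets, more so in library 1. At 165 UMIs compared, 2010 of 4483 called barcodes of library 1 (44.8%) differed from merged empty droplets, and 2473 (55.2%) did not. At 1026 UMIs compared, 2915 of 3275 in library 2 (89.0%) differed and 360 (10.99%) did not. The share that differed depends on the UMIs compared: it was 27.5% at 90 UMIs in library 1 and 79.6% at 502 UMIs in library 2. How often the comparison detects a true cell was not measured, so a barcode that did not differ may still hold a cell. The most common total was 20.8% of the median cell's total in library 1 and 22.1% in library 2. Over features, the summed empty droplets and the summed cells correlated with a Spearman coefficient of 0.944 in library 1 (13729 features) and 0.910 in library 2 (18407 features). Features are not independent replicates in these correlations. Between the libraries, the log2 CPM of the summed cells correlated at r = 0.794 over 17793 features with at least 10 UMIs. Among features with at least 100 UMIs, r was 0.566.

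Joint clustering of the cells of both libraries gave 34 clusters. The largest held 899 cells and the smallest 22. In 24 clusters each library had at least 20 cells, and these held 94.98% of the cells of library 1 and 81.0% of those of library 2. The alternative that moved the number of clusters most was the use of 15 principal components, with 21 clusters. When library 1 was clustered alone it gave 32 clusters, with an adjusted Rand index of 0.411 against the joint clusters of the same cells. Library 2 alone gave 33 clusters and an index of 0.716. Clusterings from 2 disjoint random sets of features had an index of 0.418 with each other. At the main resolution the number of clusters was thus close across libraries and feature sets, while the placing of individual cells differed, more so in the shallower library.

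The ratio of a cluster's shares in the libraries had an exact 95% interval that excluded 1 in 22 of 34 clusters, with no adjustment for their number. In 12 of these the share was larger in library 1 and in 10 it was larger in library 2. The median ratio of the larger to the smaller share was 1.92. Cluster 1 held 18.8% of the cells of library 1 (812 cells, exact 95% interval 17.6 to 20.0%) and 2.73% of library 2 (87 cells, 2.19 to 3.35%), a ratio of 6.89 (5.52 to 8.69). Cluster 2 held 17.0% (735 cells, 15.9 to 18.2%) and 4.11% (131 cells, 3.45 to 4.86%). Cluster 3 was larger in library 2, with 12.8% (409 cells, 11.7 to 14.0%) against 3.40% (147 cells, 2.88 to 3.99%). Cluster 6 was nearly limited to library 2, with 422 cells (13.2%, 12.1 to 14.5%) against 3 cells of library 1 (0.0694%, 0.0143 to 0.203%), a ratio of 191 (64.8 to 928). With every cell thinned to 166 UMIs before clustering, the largest ratio among clusters with cells of both libraries was 2.85. A cluster of 20 cells of library 1 and 0 of library 2 was at least 4.92-fold larger in library 1, with the 0 set to 3 cells. By contrast, clusters 16, 17, 20, 30 and 32 had ratios of 1.15, 1.10, 1.04, 1.08 and 1.05, each with an interval that included 1. A cluster mostly of 1 library can reflect that library and not a kind of cell.

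**Figure D2:**
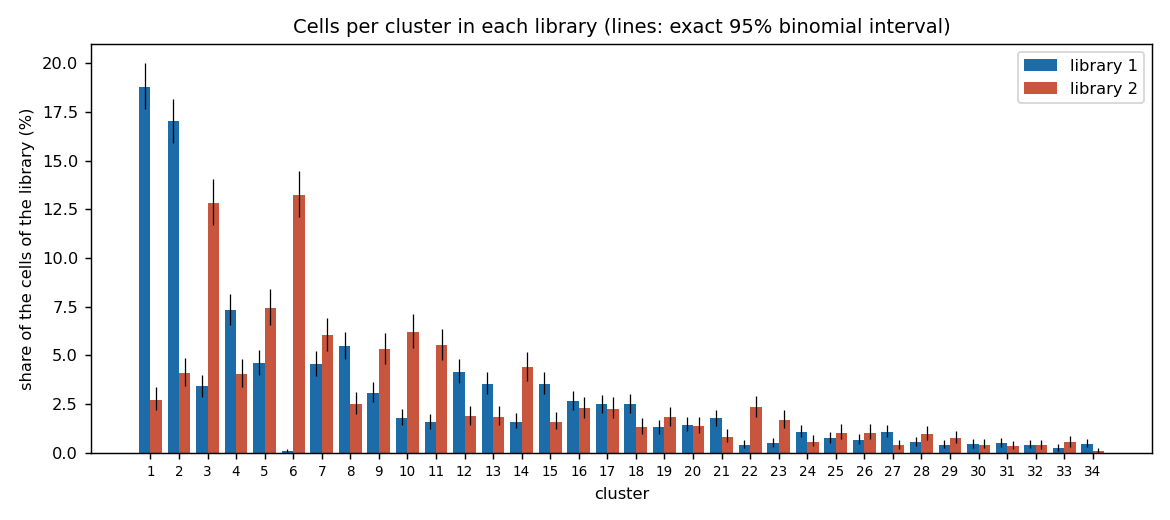
Share of the cells of each library in each of the 34 clusters (bars from 0, in percent of 4322 cells of library 1 and 3189 of library 2), with exact 95% binomial intervals as lines. Clusters 1 and 2 are larger in library 1, and clusters 3 and 6 are larger in library 2.

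The leading feature of a cluster, by the lower of its folds in the libraries, had a median fold of 93.4 over the 34 clusters, with a range from 2.50 to 1702. In 16 clusters it exceeded 100-fold in both libraries. Of the 68 features named by the rule, 64 had been used for clustering. The highest lower fold was in cluster 32 (17 and 12 cells), where TRINITY_DN29924_c0_g1 reached 12139 CPM in library 1 and 35593 CPM in library 2 against 6.13 and 4.49 CPM in the other clusters. TRINITY_DN29924_c0_g1 had a UMI in 88.2% of those cells of library 1 (median 390 UMIs per cell) and 100% of those of library 2 (median 1991.5 UMIs). Among all other cells it had a UMI in 0.372% of library 1 and 0.724% of library 2, whose cells had median totals of 289 and 1515 UMIs with cluster 32 included. In cluster 28 (24 and 31 cells), TRINITY_DN26570_c0_g1 reached 11304 and 60523 CPM, with folds of 1566 and 1128. In cluster 31 (21 and 11 cells) TRINITY_DN22219_c0_g1 alone made up 22.1% of the UMIs in library 1 and 3.51% in library 2, with folds of 1014 and 656. The other named feature of that cluster, TRINITY_DN22219_c0_g2, carries the same component number, and reads shared between such features can be split by the counting. Cluster 16 had no strong leading feature: TRINITY_DN24801_c0_g1 led it with folds of 2.50 and 4.95. The leading feature of cluster 6, TRINITY_DN27730_c0_g4, had a fold of 5.55 in library 2. A large fold did not always go with detection in more cells. In cluster 1, TRINITY_DN20392_c0_g1 led with folds of 15.2 and 18.0. It had a UMI in 9.11% of those cells of library 1, against 8.89% of the other cells. In library 2 these were 32.2% and 25.9%.

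**Figure D3:**
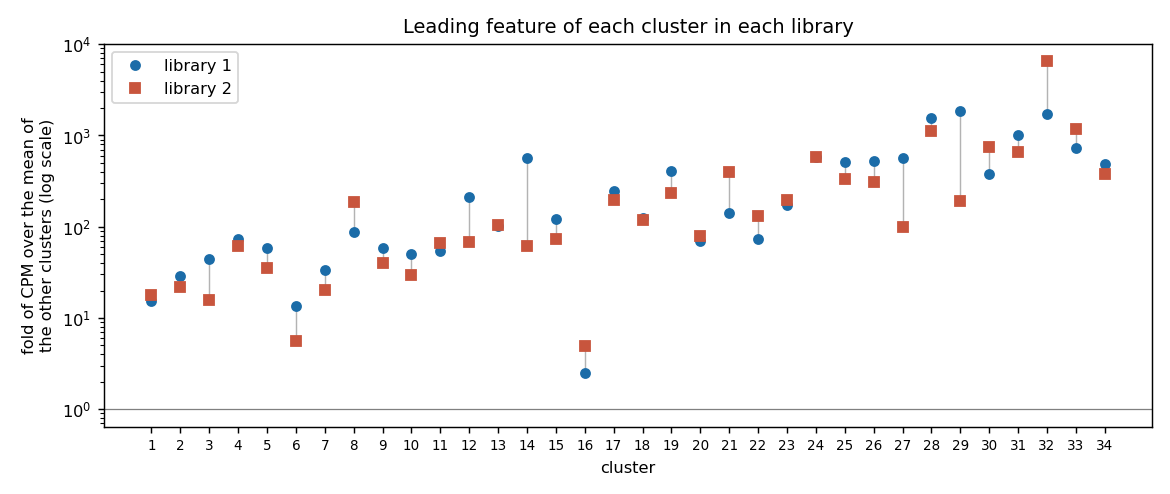
Fold of CPM of the leading feature of each cluster over the mean of the other clusters (log axis), in library 1 (circles) and library 2 (squares), joined by a line for each cluster. The folds lie above 10 in both libraries in all clusters except 6 and 16, and these features were chosen for large folds in these data.

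The question whether clusters differ beyond the features that made them was addressed with the sums per library and cluster. Of 5005 tested features outside the variable ones, 2858 (57.1%) differed among the 24 clusters at an adjusted p under 0.05 (edgeR quasi-likelihood F-test, n = 2 libraries per cluster). With cluster numbers shuffled among cells, 53 of 4188, 47 of 4528 and 49 of 4580 tested features were called. The test thus makes some calls for groups unrelated to expression. With clusters made from a random 50% of the UMIs and tested on the others, 1976 of 3118 features were called, variable features included. Without the variable features, an alternative chosen after seeing the data, 1164 of 1770 were called, the change of the count by the largest factor. Clustering without library correction gave 1322 of 2571 called over 13 clusters. The largest difference in number came from the test of all features with any UMI, with 5970 of 19337 called. Without library as a block, 1664 of 5005 were called. The levels of called features over the clusters correlated between the libraries with a median r of 0.52, and the correlation was above 0 for 2762 of 2853 called features with a value (96.8%). It was above 0 for 79.1% of the features not called, where the median r was 0.21. Of the called features, 59 had under 10 UMIs in library 1 and so rest largely on library 2.

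Among tested features, 3123 were higher in at least 1 cluster than in the mean of the others, by more than 1 on the log2 scale (edgeR, Benjamini-Hochberg per cluster). Of these, 927 were higher in 1 cluster and 723 in 2. The 3123 exceed the 2858 features called by the F-test, so some of them were not called there. Each of the 24 clusters was adjusted alone, and this count was not repeated on shuffled clusters. The number per cluster ranged from 46 in cluster 1 to 759 in cluster 10, with a median of 330. Cluster 16 had 85. Clusters 3 and 7 had 738 and 736. The smallest p of the F-test belonged to TRINITY_DN30860_c0_g6 (adjusted p = 1.96e-88), which was highest in cluster 17 in both libraries, at 15253 CPM in library 2 (2382 UMIs) but at 175 CPM in library 1 (7 UMIs). The next was TRINITY_DN32476_c1_g1 (adjusted p = 3.3e-84), highest in cluster 23 in library 2 at 5043 CPM (760 UMIs). TRINITY_DN32476_c1_g1 had 0 UMIs in library 1 in these clusters, so its call rests on library 2 alone and has no replicate.

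Features restricted to a cluster were fewer. Of 9859 features outside the variable ones with at least 10 UMIs in each library, 110 (1.12%) had at least 50% of their summed CPM in 1 cluster, the same in both libraries. They belonged to 19 clusters, with 26 in cluster 11. After shuffling of the cluster numbers the count was 0 in each of the 3 shuffles. In a single library the rule passed 453 features in library 1 and 585 in library 2, and at 80% of the summed CPM 3 features passed in both.

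Profiles of the clusters were compared between the libraries over 15339 features not used for clustering. Spearman coefficients of a cluster with itself had a median of 0.66 (0.39 to 0.78) and those of different clusters a median of 0.57 (up to 0.76). By the rule of highest correlation both ways, 5 of 24 clusters matched: clusters 2, 3, 4, 7 and 9. After each library's log2 profiles were centred on that library's mean over clusters, a comparison chosen after seeing the data, 18 of 24 clusters matched. Clusters 1, 12, 16, 18, 20 and 23 did not match in this comparison. Centred profiles correlated with a median of r = 0.20 for the same cluster and r = -0.02 for different ones over 9859 features. Shuffled clusters matched in 0 of 24 cases as measured, and in at most 1 after centring.

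**Figure D4:**
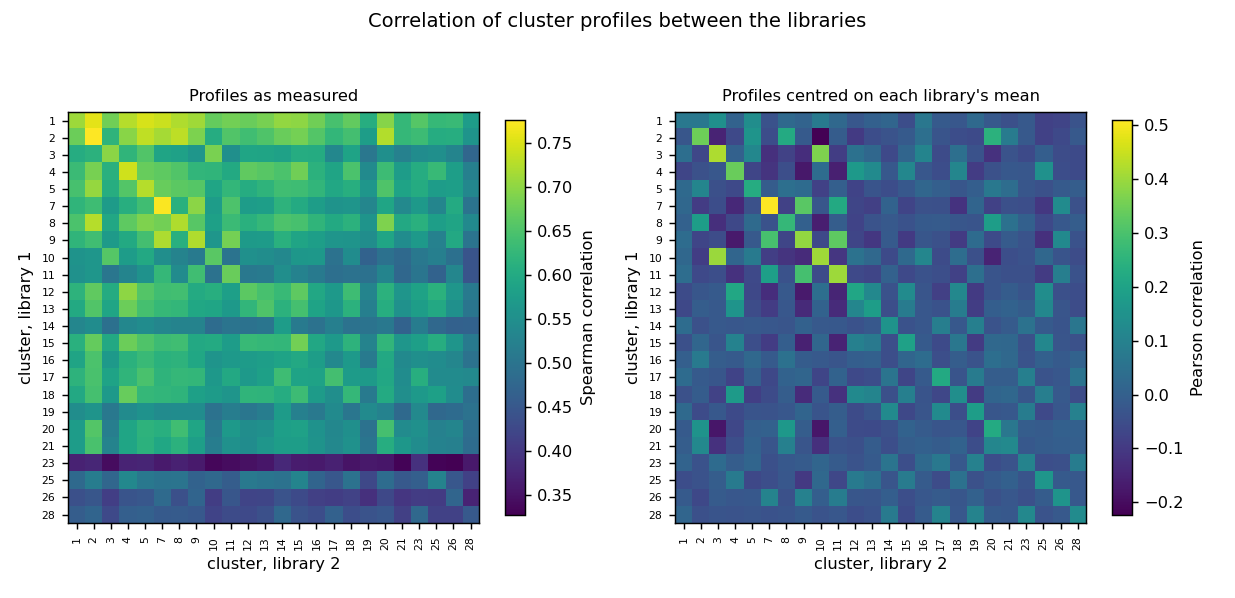
Correlation of each cluster's profile in library 1 (rows) with each cluster's profile in library 2 (columns) for 24 clusters, as measured (left, Spearman) and after centring on each library's mean (right, Pearson). The diagonal holds the highest value of both its row and its column for 5 clusters on the left and 18 on the right.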

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

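Both tests of this part, the comparison of empty droplets with cells and the split of the below-threshold test by library, took their present form only after the result was seen. Most of the signal lay in barcodes outside the called cells, which the comparisons of clusters do not use: 73.9% of the UMIs of library 1 and 79.4% of those of library 2. Barcodes within 20% of the most common total alone held 39.1% and 34.0% of all UMIs. Free RNA in empty droplets is a candidate explanation. The empty-droplet profile correlated with the cells of the same library at a Spearman coefficient over features of 0.910 in library 2 and 0.944 in library 1. RNA pools of 1 animal resemble each other in any case, and the empty droplets of the libraries correlated with each other at 0.861 over 16162 features. Over 1 set of 18956 features, the empty droplets of library 1 correlated at 0.954 with the cells of their own library and at 0.787 with those of the other. For library 2 these were 0.914 and 0.872. Depth and kit change with the library, and damaged cells would give the same resemblance, so free RNA cannot be told apart from them by these values.

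Cells below the calling threshold may hold part of the outside signal in library 2. Barcodes from 80% of the threshold up to it were compared with empty droplets at 502 UMIs, and 71.4% of 1527 such barcodes differed, against 79.6% of the called ones at the same number of UMIs. Of all 9244 barcodes of library 2 between 502 UMIs and the threshold, 3842 (41.6%) differed, a number larger than the 3189 cells kept. In library 1 the same comparison had 90 UMIs per barcode to work with. There 12.2% of 1787 barcodes just below the threshold differed, against 27.5% of called ones. Of all 7425 barcodes of library 1 between 90 UMIs and the threshold, 351 (4.73%) differed. Some barcodes below the threshold were thus unlike empty droplets, and since most called ones did not differ at this depth either, the number of missed cells in library 1 stays open. No biological explanation was tested, since the design has 1 group.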

How the results depend on the processing

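Removal of barcodes like empty droplets, the complementary feature set, held-out UMIs without variable features, the UMI minima per library, the centred profiles and the alternatives for features higher in at least 1 cluster were chosen after seeing the data. The other alternatives were planned. With both libraries the number of clusters stayed between 28 and 39 in the alternatives tried, held-out sets included, except 15 principal components, which gave 21. With 1 library left out it was 32 to 33 at the main settings, and over resolutions 0.5 and 2.0 and retained doublets it was 28 to 39 for library 1 alone and 26 to 36 for library 2 alone. Keeping the barcodes with the highest doublet scores kept every count within 1.5 times its main value. The agreement of single-library clusterings with the joint clusters had main values of 0.411 for library 1 and 0.716 for library 2. It moved to between 0.341 and 0.459 for library 1 and between 0.667 and 0.721 for library 2. These moves were smaller than the SD of the main values. That SD reflects the gap between the libraries and not the error of either index, so it is a loose limit. The causes of the changes below were not tested unless stated.

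Cell calling changed the cells most. Library 1 kept 924 cells at a minimum of 500 UMIs and 1940 without barcodes like empty droplets. Library 2 kept 613 cells at the inflection and 11371 at 500 UMIs. The median UMIs per cell became 319 at the inflection and 671 at 500 UMIs in library 1, and 3945 and 693 in library 2, as the thresholds themselves imply. Calling at the inflection gave 1392 features differing among clusters, 1428 higher in at least 1 cluster, 3 matched clusters and 588 restricted features, with 6 clusters left to compare. At 500 UMIs the largest share ratio was 10.5 and 167 features were restricted. Without barcodes like empty droplets, 1619 features differed, 1812 were higher in at least 1 cluster and 1 cluster of 15 matched.

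Beyond the changes of cell calling above, the count of features differing among clusters was between 1976 and 3494 except in these settings. It was 1322 without library correction, where 13 clusters and 2571 features could be tested, and 1659 of 2606 features on the held-out feature set. On held-out UMIs without the variable features it was 1164, with fewer features (1770) tested. It was 1664 with no replicate block, 5970 without the low-count filter and 1514 of 3312 features with at least 100 UMIs in each library. DESeq2's likelihood ratio test called 3267 of the 8840 features it tested, against 2858 of 5005 in edgeR. Of the 3267, 2581 were shared with edgeR. Features higher in at least 1 cluster numbered 3123 under the main settings, 1373 without library correction, 1833 on the held-out feature set, 1244 on held-out UMIs without the variable features and 10317 without the low-count filter. With 1 library left out no residual degrees of freedom remain, so no test was possible. As a count with no test, features at least 4-fold higher in at least 1 cluster numbered 899 in both libraries, and 1562 to 3177 with 1 library left out, 1562 being library 1 alone.

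The matched clusters were 2 of 30 at resolution 2.0, 3 of 25 with 4000 variable features and 18 of 24 with centred profiles. When cells were thinned to one depth the largest share ratio was at least 4.92, for a cluster of 20 cells and 0 cells with the 0 set to 3, and 2.85 among clusters with cells of both libraries. Apart from that setting and the 10.5 at 500 UMIs, the largest share ratio was between 70.7 (anchors between libraries) and 269 (calling at the inflection). It was 76.7 without barcodes like empty droplets. Restricted features numbered 59 at resolution 2.0, 189 with 15 principal components, 190 with 1000 variable features, 50 with 4000 and 3 at 80% of the CPM. With 1 library left out they numbered 453 to 585, since the agreement of libraries is then not required. The correlation of the libraries over features was 0.807 with a pseudocount of 10, 0.805 by Spearman rank, 0.853 with no feature filter, 0.566 with at least 100 UMIs and 0.886 over all barcodes. The depth of library 1, at a median of 289 UMIs per cell, limits what its cells can show: features with few UMIs there enter calls mostly through library 2.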

Other observations

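Chosen only after the results were seen were the tests of the end of the feature list, of shared peaks within a component, of counts used for both grouping and testing, of clusters 1 and 2 taken singly and of cluster shares among cells that differed from empty droplets, and the measures printed first for abundant features and for the depth of cluster 6. The other tests of this part were stated before their values were computed. The design has 1 group, so no biological explanation was tested in any paragraph.

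The last 1149 features of the list (4.83%) had no UMI in either library. Detection stopped after position 22637, at TRINITY_DN33406_c0_g2, and the list is sorted as text, so the block runs from TRINITY_DN33406_c1_g1 to TRINITY_DN9994_c0_g1. Before the block, 561 features (2.48%) had no UMI, and the longest run of them was 2 features, which argues against a chance run. Low expression is also argued against: of 82 features before the block with assembly numbers below 10000, 20.7% had no UMI, against 286 of 286 in the block. For assembly numbers from 33000 to 33999 the counts were 17 of 730 before the block and 252 of 252 in it. What removed these features was not tested, and any gene among them has no level here. These IDs were chosen after their values were seen.

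The libraries differed strongly in abundant features. Of the 100 features with the highest summed CPM, 38 differed at least 4-fold between the cells of the libraries, 25 of them higher in library 2 and 13 higher in library 1, with a median difference of 5.18 on the log2 scale. For 37 of the 38 the direction was the same in all 24 clusters compared. They took 3.32% of the UMIs of library 1 and 25.5% of those of library 2. TRINITY_DN31533_c2_g3 had 987 UMIs in library 1 (0.0150%) and 1243911 in library 2 (3.65%), and TRINITY_DN31732_c1_g3 had 34894 (0.530%) and 1999811 (5.87%). Both were named after their values were seen.

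Different shares of the clusters do not account for this, since 89.5% of the 38 features stayed at least 4-fold apart after the clusters of library 1 were reweighted to the shares of library 2. Over all 1227 of 10182 features at least 4-fold apart, the measure computed first, 63.6% did. Variants of one gene assembled as separate features would differ in opposite directions within a component. Among all features at least 4-fold apart, 10% of 60 same-component pairs did so (exact 95% interval 3.76 to 20.5%), below the 39.0% of 1147 neighbouring pairs from different assembly numbers, which argues against that explanation. Free RNA stays open: the empty droplets of the libraries differed by a median of 5.70 on the log2 scale for the 38 features, close to the 5.87 within clusters, with the same sign for all 38. Over the 1227 features, the empty droplets differed by a median of 1.89, against 2.53 in the cells and 2.97 within clusters. Those features were selected on the cells. Because free RNA comes from cells, free RNA and expression cannot be told apart by these values. The kit version changes with the library, and reads of another organism were not identified, so both stay open and untested.

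Clusters of mostly 1 library were weighed against empty droplets and depth. In library 1, 65.5% of the 812 cells of cluster 1 were not told from empty droplets (exact 95% interval 62.1 to 68.8%), against 52.7% of the other cells (51.0 to 54.4%), so such droplets may form part of it. Cluster 2 held no excess of them, with 38.8% of its 735 cells (35.2 to 42.4%) against 58.5% of the others. For clusters 1 and 2 together, the measure computed first, it was 52.8% against 56.4%. In cluster 6, 29.1% of the 422 cells of library 2 were not told from empty droplets, against 8.06% of the others, so such droplets may form part of it but not most of it. In library 1 this percentage ran from 0% in cluster 34 to 94.4% in cluster 7. Cluster 7 held 4.56% and 6.02% of the cells of the libraries, and in library 2 its percentage was 36.5%. High percentages were therefore not limited to clusters of mostly 1 library. Cluster 7 was also set apart by 736 higher features and matched between the libraries. A high percentage thus does not by itself show that a cluster holds empty droplets, and this applies to clusters 1 and 6. The shares of clusters 1, 2 and 6 stayed unequal when cells not told from empty droplets were left out. Among cells that differed from empty droplets, the ratio of shares was 6.51 for cluster 1 (exact 95% interval 4.94 to 8.70) and 5.07 for cluster 2 (4.16 to 6.21), both larger in library 1. It was 204 for cluster 6 (36.3 to 8085), larger in library 2, with 1 such cell in library 1. The comparison used 165 UMIs in library 1 and 1026 in library 2, and its detection of true cells was not measured. These ratios therefore do not settle how far such droplets affect the shares. Depth is a further candidate explanation for cluster 6. After all cells were thinned to 166 UMIs, 97.4% of its cells fell in clusters whose share in library 2 was under 2 times that in library 1. The measure computed first was the share that stayed together: 282 (66.8%) were in 1 cluster with 296 cells of library 1. Thinning also blurs the other clusters, with an adjusted Rand index of 0.325 against the main ones. With cells called at 500 UMIs in both libraries, 83.1% of the cells of cluster 6 shared a cluster that held 4.88% of library 2 and 1.84% of library 1, a ratio of 2.65, and 2.15% of its cells were in clusters with a ratio under 2.

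Grouping and testing on the same counts would give calls among clusters that are absent from counts not used for grouping. With clusters made from a random 50% of the UMIs and the variable features left out, 65.8% of 1770 features were called on the other UMIs, against 57.1% of 5005 in the main test, which also leaves out the variable features. This argues against such reuse as the whole cause of the calls. The 2 sets of features left out of clustering gave 1659 of 2606 and 2033 of 3672. Differences between cells in depth or free RNA would stay in the other UMIs and are not excluded by these values.

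Features of one assembly component may be parts of one gene or close copies. Of 2510 same-component pairs with at least 100 UMIs each, 9.88% had their highest CPM in the same cluster (exact 95% interval 8.74 to 11.1%), against 5.66% of 6605 neighbouring pairs from different assembly numbers (5.12 to 6.25%). Pairs of the same assembly number but another component had as high a share, 11.3% of 283 (7.86 to 15.6%), so the excess is not tied to the component, and parts of one gene or close copies cannot be told apart from other reasons for a shared peak within an assembly number. With the highest cluster of 1 feature taken in library 1 and of the other in library 2, the shares were 6.25% for same-component pairs (5.34 to 7.27%), 8.48% for those of another component (5.51 to 12.4%) and 4.24% for neighbouring pairs (3.77 to 4.75%). For single features compared in this way between the libraries it was 26.8%. Pairs share features, so these intervals are too narrow.

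Empty droplets carried features of some clusters more than those of others. For 21 clusters with at least 5 restricted features when the variable features are included, the share of those features among empty-droplet UMIs divided by their share among cell UMIs ranged from 0.482 to 1.81 in library 1 and from 0.211 to 1.67 in library 2. Loss of some kinds of cells before capture could give such ratios and would order the clusters alike in both libraries. The Spearman correlation of the ratios was 0.30 (two-sided permutation p = 0.19) and Pearson's r of their log2 values was 0.23 (permutation p = 0.316, 100000 resamples each), or 0.34 without the 2 clusters farthest from the median. With 21 clusters a weak shared order cannot be told apart from none.

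Features with at least 80% of their summed CPM in 1 cluster, of which there were 68 with the variable features included, appeared in the other clusters at 38.7% of their empty-droplet level in library 1 and at 59.4% in library 2. If all those UMIs were free RNA, these would be its shares of the UMIs of cells. Both exceed the most common total as a percentage of the median cell's total, 20.8% in library 1 and 22.1% in library 2. Free RNA at the content of an empty droplet would thus not account for all of those UMIs. Misplaced cells would add to the 38.7% and 59.4%, and the choice of features by low levels elsewhere would lower them.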
